A study of Mus musculus with 6 samples.

How the data were processed

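The series measured gene expression by RNA sequencing of poly(A)-selected RNA from mouse embryonic stem cells, in 3 libraries from cells with the R783H change in Trim71 and 3 libraries from wild-type (WT) cells. Both kinds of cell carried a FLAG epitope tag on Trim71, per the labels. The authors deposited a single table of read counts per gene, with a column for each library and Entrez Gene identifiers as names. The deposited counts are whole numbers with a different total in each library, so they were taken as raw counts without normalization. Per the labels' protocols, RNA was isolated with Trizol and libraries followed Illumina's protocols. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file header, and per the file header each column was counted from its own alignment file. Libraries were assigned to groups and replicate letters from their titles, and 0 columns were left unassigned.

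The table held 27179 identifiers, of which 6989 had no count in any library. Symbols, chromosome membership and RNA class came from a RefSeq gene table of the assembly GRCm38.p6, which matched 25275 identifiers and left 1904 without a symbol. Because the authors' build is not named, no coordinates are given. Transcript length and GC content came from the longest transcript of each gene in GENCODE M21 on GRCm38, and 13067 of the 14199 tested genes (92.0%) had both values. Exons of each named gene were compared with those of all other genes in that annotation, and its transcripts were searched with BLAST 2.17.0 for other genes sharing at least 98% identity over at least 100 nt. Among the named genes, Trim71, Rpph1, Meg3, Rian, Mirg, Cdkn1a, Ago2, Rbl2, E2f7, Otx2, Fgf15, Pou3f1, Gbx2, Neurod1, Map2, Evx1, Sox17, Ccnd1, Ccnd2, Lin28a, Axin2, Neat1, Xist, Malat1 and Fn1 share exon sequence with another annotated gene on either strand. Dppa3 has a near-identical pseudogene copy, and Kdm5d and Rn7sk have near-identical stretches elsewhere. Counts of these genes are uncertain to the extent that the authors' counting split, dropped or merged such reads.

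Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr at its defaults, a minimum count of 10 and a minimum total of 15, which left 14199 genes and removed 0.0461% to 0.0558% of the counts of a library. Libraries were scaled with TMM factors, and CPM values are counts per library size after this scaling. The fit had group as its single term, and differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. A gene is called where the adjusted p is under 0.05, and fold changes are given as log2 of R783H over WT. The standard error (SE) of a log2 fold change is its size divided by the square root of the test's F value. Means are given ± SD over the 3 libraries of a group.

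Total counts ran from 20894277 to 29079670 per library, so 3 counts, taken as the floor of detection, correspond to 0.103 to 0.144 CPM. Reads without molecular identifiers are not independent molecules, so counting error alone understates the uncertainty, and the spread between replicate libraries was used for every test. The common biological coefficient of variation was 5.45%. In the simulation described next, that spread allowed most 1.5-fold changes to be called.

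The steps were tested on simulated data before use. Counts were drawn for 14199 genes from the means and sizes of these libraries, with 100 genes changed 2-fold and 100 changed 1.5-fold. The fit called 85 of the former and 74 of the latter, with 12 calls among unchanged genes, and made 0 calls when no gene was changed. A shift of 0.58 planted on chromosome 8 was recovered as 0.58. A planted trend with transcript length among 13067 genes gave 3556 calls, and 1 call after the length and GC offset described here.

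Of 13 gene lists taken from general knowledge, 12 were tested with limma's camera on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. The list of Y-linked genes was described but not set-tested. Chromosomes were described by the median log2 fold change of their genes minus that of all tested genes, without a test. The groups, the tests, the lists, the alternative settings and the rule for naming genes were fixed before the data were examined. The rule named Trim71, Kdm1a, the 5 largest increases and the 5 largest decreases among called genes, and up to 3 called genes per list with the largest change. The largest increases and decreases also had to average at least 50 counts in the higher group and to have no overlap between the groups in CPM. All members of the Trim71 target and Y-linked lists are also given. Any other gene is named with the remark that it was chosen after its values were seen.

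The alternative settings fixed at that point were RLE size factors, upper-quartile factors, library size without composition factors, no filter on low counts, at least 10 counts in every library, the DESeq2 Wald test, limma-voom, the replicate letter as a block, each library left out in turn, and for the lists an estimated inter-gene correlation and fry. Chromosome shifts were also computed on genes with at least 100 counts on average. Added after the data had been seen were libraries thinned to equal depth and an offset that removes each library's smooth trend with log length and GC content (natural splines with 5 degrees of freedom each), together with a fit without that offset on the same 13067 genes. Percentiles of a list's median refer to 10000 random lists in which each member was replaced by 1 of the 100 tested genes closest to it in length, in expression or in both.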

Results

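Trim71 is an RNA-binding protein of the TRIM-NHL family that is present in embryonic stem cells, and the series concerns R783H, an amino-acid change in Trim71 linked to hydrocephalus. Poly(A)-selected RNA was sequenced from mouse embryonic stem cells of the E14TG2a background, a male line, grown in 2i with LIF. This medium combines inhibitors of MEK and GSK3 with leukemia inhibitory factor and holds the cells in a naive pluripotent state. The cells carried FLAG-tagged Trim71, either wild type (WT) or R783H, with 3 libraries of each. The single comparison in the design is R783H against WT, and it asks which transcripts differ when this residue of Trim71 is changed. The labels do not say whether the letters A, B and C stand for separate clones, separate cultures of the same clone or separate library preparations.

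Total counts were 29079670, 27807385 and 28754239 in R783H A, B and C, against 20894277, 25174121 and 21899899 in WT A, B and C, so every R783H library was deeper than every WT library. Between 17445 and 18130 genes had a count in a library. The 10 highest genes took 4.67% to 5.10% of the counts of a library. TMM factors lay between 1.02 and 1.03 in R783H and between 0.967 and 0.975 in WT. The labels gave no sequencing batch.

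Log2 CPM values correlated across genes with Pearson r from 0.995 to 0.996 between libraries of the same group and from 0.972 to 0.977 between groups; genes are not independent replicates, so these values only describe the libraries. A chi-square statistic of the counts of each pair of libraries, divided by its degrees of freedom, ran from 2.00 to 12.5 within groups and from 75.9 to 93.9 between groups. Every pair thus differed by more than sampling noise, and each library was counted as a separate replicate. Separate library preparations from the same culture could differ in this way too. The tests therefore measure the spread between these libraries, whatever the replicate letters stand for. R783H B stood furthest from its group, at 11.4 against A and 12.5 against C, whereas A and C were at 2.19. The first principal component held 78.1% of the variance and separated the groups, and the next held 7.15%.

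**Figure D1:**
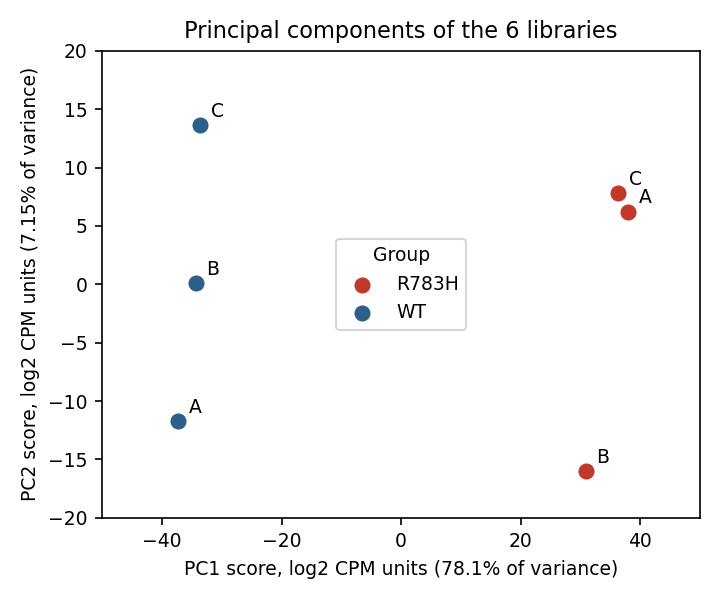
Scores of the 6 libraries on the first (horizontal, 78.1% of variance) and next (vertical, 7.15%) principal components of log2 CPM over the tested genes; each point is a library, coloured by group and labelled with its replicate letter. The 3 R783H libraries lie at 31.0 to 37.99 on the horizontal axis and the 3 WT libraries at -37.3 to -33.6.

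Of 14199 tested genes, 9152 (64.5%) were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4761 higher and 4391 lower in R783H. The smallest adjusted p from edgeR's quasi-likelihood test was 2.53e-09. CPM values of the groups did not overlap for 9666 genes (68.1%), where chance gives 10%. Most called changes were small. Their median absolute log2 fold change was 0.47, and 5655 of them (61.8%) were under 1.5-fold. A change of at least 2-fold was called for 1289 genes (14.1% of those called), 839 higher and 450 lower. Among the alternatives, leaving out WT B moved the number of called genes most, to 8161, and requiring 10 counts in every library moved the number changed at least 2-fold most, to 871.

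**Figure D2:**
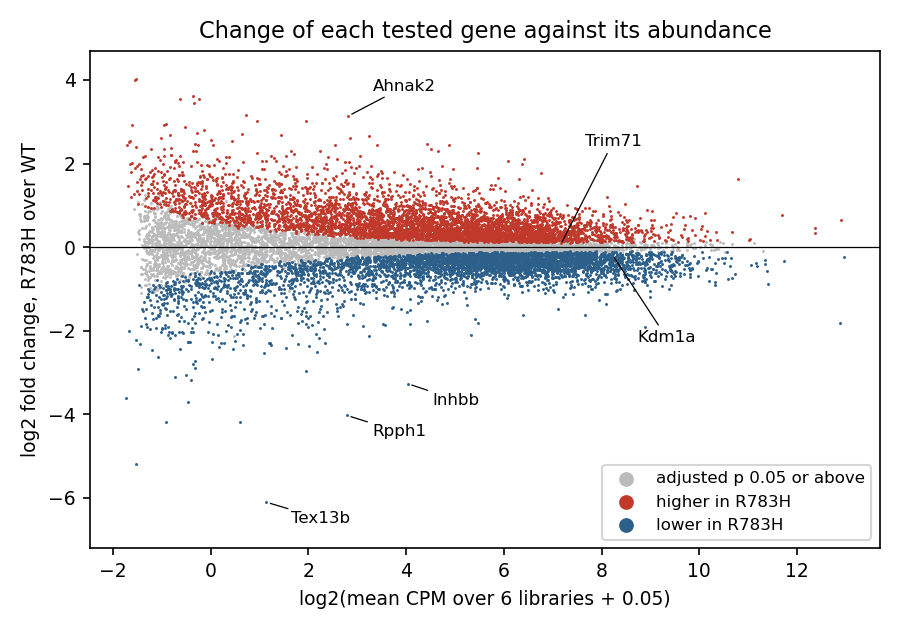
Log2 fold change of each of the 14199 tested genes, R783H over WT (vertical), against log2 of its mean CPM over the 6 libraries plus 0.05 (horizontal); red points were called higher (4761), blue lower (4391), and grey were not called (5047). Named genes include Trim71 at 0.03 and Kdm1a at -0.17, both within the dense band near 0.

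Trim71 itself (Entrez 636931, chromosome 9) was measured first, since it carries the change. Its mRNA stood at 143.7 ± 12.8 CPM in R783H and 140.5 ± 16.4 CPM in WT (SD, n = 3 each). The log2 fold change was 0.03 (SE 0.08), with an adjusted p of 0.743 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and CPM values of the groups overlapped. Its sign depended on single libraries, as the fold change was -0.02 without R783H A and 0.13 without WT C. With the length and GC offset it was -0.27, with an adjusted p of 0.00139 by edgeR's quasi-likelihood test, so the absence of a call holds only without that offset. Over its 17 alternatives the adjusted p from the count and limma fits ranged from 0.00139 to 0.922. The Trim71 transcript (9332 nt) shares exon sequence with an antisense gene, C130032M10Rik.

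Kdm1a (Entrez 99982, chromosome 4), also called Lsd1 and named in advance as an mRNA of interest for this change, stood at 279 ± 6.72 CPM in R783H and 314 ± 15.6 CPM in WT (SD, n = 3 each), without overlap. The log2 fold change was -0.17 (SE 0.05), with an adjusted p of 0.00756 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling by library size alone moved it most, to -0.09 with an adjusted p of 0.0979 by edgeR's quasi-likelihood test, where it was no longer called. Its adjusted p ranged from 2.62e-04 to 0.0979 over 17 alternatives with the edgeR, DESeq2 and limma tests.

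The 5 largest increases that met the rule were in D430019H16Rik (Entrez 268595), Ahnak2 (100041194), Exph5 (320051), an identifier without a symbol (100047183) and Zfy1 (22767). Ahnak2 rose from 1.41 ± 0.158 to 12.5 ± 0.474 CPM (SD, n = 3), a log2 fold change of 3.14 (SE 0.12). D430019H16Rik had 72, 84 and 98 counts in R783H A, B and C against 4, 8 and 9 in WT, a log2 fold change of 3.16 (SE 0.27). Exph5 rose by 3.03 (SE 0.23), the identifier 100047183 by 3.02 (SE 0.14) and Zfy1, which is on chromosome Y, by 2.69 (SE 0.20). Adjusted p values of these 5 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 1.79e-08 to 1.94e-06. These 5 genes averaged 0.315 to 1.41 CPM in WT, so their WT values rest on few counts.

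The 5 largest decreases were in Tex13b (Entrez 83555), Foxn4 (116810), Rpph1 (85029), Inhbb (16324) and Tgm3 (21818). Tex13b had 83, 98 and 99 counts in WT A, B and C and 4, 0 and 1 in R783H, so its fitted log2 fold change of -6.11 rests on very few R783H counts. Foxn4 likewise had 3, 4 and 6 counts in R783H against 64, 59 and 59 in WT (log2 fold change -4.18, SE 0.28). Rpph1, the RNA component of RNase P, whose exon is also annotated within Ccnb1ip1, fell from 12.9 ± 2.92 to 0.790 ± 0.403 CPM (SD, n = 3; log2 fold change -4.03, SE 0.27). Inhbb fell from 29.6 ± 1.65 to 3.06 ± 0.593 CPM (SD, n = 3), a log2 fold change of -3.27 (SE 0.11). Tgm3 changed by -2.97 (SE 0.16). Adjusted p values of these 5 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 1.19e-08 to 4.00e-07. All 10 genes kept their call and direction under every alternative in which they were tested.

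A list of 10 mRNAs described as Trim71 targets addressed whether such mRNAs differ when Trim71 is changed. All 10 were called, 7 higher and 3 lower, and all 10 also passed when adjusted over the list alone. The list median was 0.49, and leaving out each library in turn kept it between 0.45 and 0.53. Among the abundant members, Plxnb2 rose from 220.1 ± 2.40 to 366 ± 13.5 CPM (log2 fold change 0.73, SE 0.04), Cdkn1a from 144 ± 2.36 to 204 ± 10.8 CPM (0.50, SE 0.05) and Rbl1 from 44.4 ± 1.38 to 66.0 ± 5.96 CPM (0.57, SE 0.07). Rbl2 rose by 0.76 (SE 0.09), Mbnl1 by 0.48 (SE 0.11) and Ago2 by 0.37 (SE 0.06). With the length and GC offset Ago2 changed sign, to -0.05, and was not called. E2f7 changed by -0.41 (SE 0.05) and Kdm1a by -0.17. Hoxa5 (1.09, SE 0.35) and Egr1 (-1.16, SE 0.27) had the largest changes but averaged 1.20 CPM or less in both groups, and Hoxa5 was no longer called without R783H A, without WT B or with DESeq2. As a set the list did not pass camera (adjusted p 0.321, limma's camera with Benjamini-Hochberg adjustment over 12 lists).

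**Figure D3:**
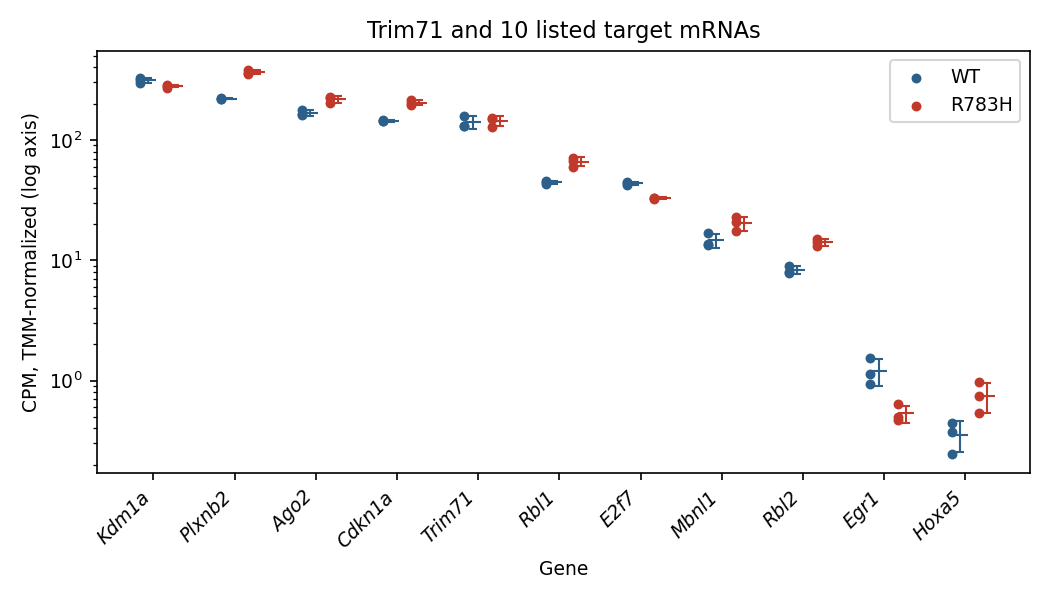
TMM-normalized CPM (log axis) of Trim71 and its 10 listed target mRNAs in the 3 WT (blue) and 3 R783H (red) libraries; points are libraries, and the bar beside them gives the mean and SD. Plxnb2, Cdkn1a, Ago2, Rbl1, Rbl2, Mbnl1 and Hoxa5 lie higher in R783H, Kdm1a, E2f7 and Egr1 lie lower, and the Trim71 values overlap.

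Of the 12 lists tested with limma's camera with Benjamini-Hochberg adjustment, 1 passed, the mesoderm genes (adjusted p 0.00644). Of its 10 tested members 8 were called lower and 0 higher, also when adjusted over the list alone; at an unadjusted p under 0.05 from edgeR's quasi-likelihood test the counts were again 8 and 0. The median was -1.13 and stayed between -1.34 and -1.01 over the same genes with each library left out. T changed by -1.89 (SE 0.10), from 13.5 ± 1.04 to 3.63 ± 0.230 CPM, while Tal1 (-2.03, SE 0.34) and Evx1 (-1.74, SE 0.24) averaged 2.28 CPM or less in both groups. Under fry 9 lists passed, the mesoderm and Trim71 target lists among them, and with an estimated inter-gene correlation 0 lists passed, with 0 at an unadjusted p under 0.05 (limma's camera p for mesoderm 0.0773).

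The lists of cell state showed changes in both directions. Of 24 pluripotency genes 8 were called higher and 9 lower over all genes, and 17 in all when adjusted over the list alone. The largest were Utf1 (-0.67, SE 0.06), Dppa3 (0.64, SE 0.26) and Gbx2 (-0.43, SE 0.06). Dppa3, with an adjusted p of 0.0497 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, had just 28 counts in WT A against 85 and 88 in WT B and C. Without WT A its fold change was 0.32 and it was not called. Its call was also lost without R783H A, R783H B or WT B, with RLE factors, with at least 10 counts in every library, with DESeq2 and at equal depth. Of 12 tested formative and primed genes 5 were higher and 5 lower, with 10 called when adjusted over the list alone, and opposite changes in Otx2 (2.04, SE 0.11), Fgf15 (-2.40, SE 0.25) and Pou3f1 (-1.20, SE 0.16). Of 8 tested neural genes 4 were higher and 3 lower, with 7 called when adjusted over the list alone. Map2 rose by 0.96 (SE 0.21), Tubb3 changed by -0.80 (SE 0.07) and Neurod1 by -1.01 (SE 0.38), the last at fewer than 20 counts in any library and called only without R783H A among the 6 fits that left out a library. Of 13 tested endoderm genes 6 were higher and 3 lower, with 9 called when adjusted over the list alone. Their median was 0.73. Without WT B it was 0.49 over the same genes and 0.40 over the 15 genes tested there. Sox17 rose by 1.29 (SE 0.29), Cxcr4 by 1.19 (SE 0.23) and Gata4 by 1.08 (SE 0.15). Of 10 tested 2-cell-like genes 2 were called over all genes, Pramel7 (1.10, SE 0.17) and Pramel6 (0.44, SE 0.15), and 1 when adjusted over the list alone; Pramel6 was not called without R783H B, without WT C or with DESeq2.

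Signalling and regulatory lists were likewise mixed. Of 20 tested ERK targets 5 were higher and 11 lower, with 16 called when adjusted over the list alone and a median of -0.31. Myc changed by -1.71 (SE 0.06), from 65.4 ± 2.33 to 19.96 ± 1.11 CPM, and Etv4 by -1.21 (SE 0.05). Of 16 tested Wnt targets 4 were higher and 8 lower, with 12 called when adjusted over the list alone and a median of -0.18. Rnf43 rose by 1.73 (SE 0.15) and Cdx2 changed by -1.70 (SE 0.17). Of 30 tested let-7 targets 8 were higher and 13 lower over all genes, and 22 were called when adjusted over the list alone. Lin28a changed by -1.11 (SE 0.04), from 376 ± 1.34 to 174 ± 2.60 CPM, Ccnd2 by -1.29 (SE 0.23) and Ccnd1 by -0.95 (SE 0.04). Of 23 tested p53 targets 8 were higher and 8 lower over all genes, and 17 were called when adjusted over the list alone. Gdf15 rose by 1.49 (SE 0.12), Polk rose by 0.65 (SE 0.08) and Phlda3 changed by -0.81 (SE 0.06). Of 28 tested imprinted genes 11 were higher and 10 lower over all genes, and 23 were called when adjusted over the list alone. Meg3 rose by 2.07 (SE 0.12), from 26.2 ± 0.874 to 110.1 ± 20.2 CPM, Rian rose by 1.63 (SE 0.08) and Phlda2 changed by -1.64 (SE 0.22).

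The medians of the pluripotency (0.01), let-7 (-0.05) and p53 (-0.04) lists lay so close to 0 that they changed sign with the scaling. Scaling by library size alone gave 0.09, 0.03 and 0.05, and RLE factors gave -0.01 for the pluripotency list. With each library left out, the pluripotency median ran from -0.01 without R783H B to 0.01 without WT A. The let-7 median ran from -0.10 without R783H C to -0.03 without R783H B, and the p53 median from -0.07 without R783H B to -0.02 without R783H C. Leaving out a library moved the formative and primed median (-0.12) to between -0.20 without R783H B and -0.06 without WT B. The neural median (0.08) ran from 0.04 without R783H B to 0.28 without WT A, where 9 genes were tested, and was 0.29 with at least 10 counts in every library. The 2-cell-like median (0.12) ran from 0.04 without R783H A to 0.19 without WT C, and the imprinted median (0.18) from 0.11 without R783H C to 0.25 without R783H B. With the length and GC offset the neural, imprinted and pluripotency medians turned negative, at -0.04, -0.19 over 26 genes and -0.03. The same offset moved the let-7 median to -0.20 and the endoderm median from 0.73 to 0.48, and with it the 2-cell-like median was 0.26 over 8 genes. The imprinted and 2-cell-like lists lost genes for lack of length and GC values, so the effect of the offset on their medians was not separated from that loss. Adjusted p values of the 11 lists that did not pass ran from 0.321 to 0.988 with limma's camera and Benjamini-Hochberg adjustment.

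**Figure D4:**
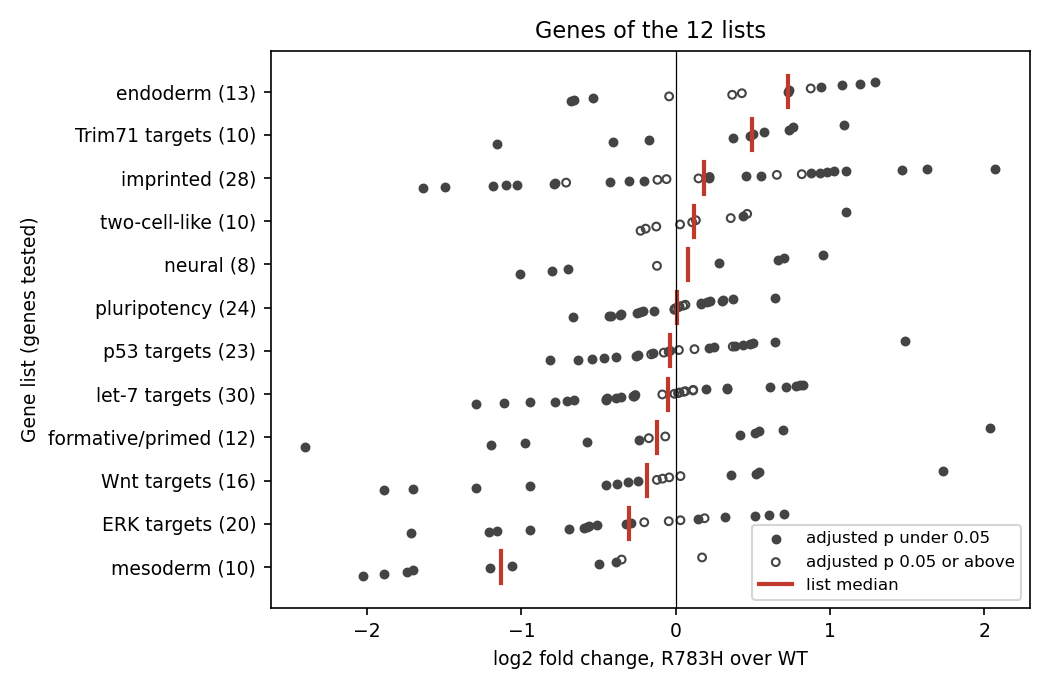
Log2 fold change of each tested gene, R783H over WT (horizontal), in the 12 lists, with the number of tested genes in brackets; filled points were called by edgeR's quasi-likelihood test, open points were not, and the red bar is the list median. Mesoderm genes have the lowest median, -1.13, and endoderm genes the highest, 0.73; the pluripotency, p53 and let-7 medians (0.01, -0.04 and -0.05) change sign when libraries are scaled by size alone or, for pluripotency, by RLE factors.

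No autosome and not the X chromosome stood apart as a whole. Their medians relative to all genes lay between -0.06 on chromosome 11 and 0.07 on chromosome 18, where an autosome copy gained in all cells would give 0.58. Leaving out WT B moved the largest to 0.10. Among 6 Y-linked genes 5 were higher and 1 lower, all 6 also when adjusted over the list alone. Besides Zfy1, Kdm5d rose by 2.17 (SE 0.22) and Usp9y changed by -1.93 (SE 0.43) at fewer than 22 counts in any library. The abundant members changed less, with 0.43 (SE 0.09) for Eif2s3y, 0.38 (SE 0.11) for Uty and 0.29 (SE 0.10) for Ddx3y. CPM values of Uty and Ddx3y overlapped between the groups, and Ddx3y was called only without R783H B or without WT C among the fits that left out a library. Neither gene was called with the length and GC offset, which moved the median of the 6 genes from 0.41 to 0.20.

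Fold changes followed transcript length. Across the 13067 genes with a length, Spearman's rho was 0.256 with length and -0.134 with GC content; genes are not independent replicates. In the shortest 10% of genes, up to 1407 nt, 17.7% were called higher and 43.8% lower, with a median of -0.17. In the longest 10%, above 6792 nt, 59.9% were higher and 13.2% lower, with a median of 0.31. The length and GC offset brought these medians to -0.05 and -0.00404.

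**Figure D5:**
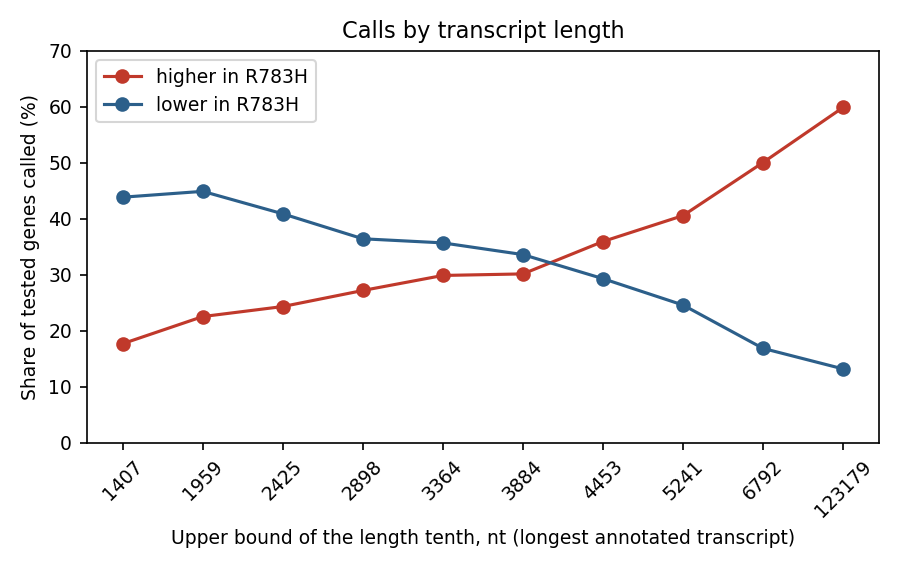
Percentage of tested genes called higher (red) and lower (blue) in R783H, in 10 bins of transcript length with nearly equal numbers of genes; the horizontal axis gives each bin's upper bound in nt. The share called higher rises from 17.7% to 59.9%, and the share called lower falls from 43.8% to 13.2%.

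RNA classes, grouped after the data had been seen, differed too. Classes that mostly lack a poly(A) tail had negative medians. Replication-dependent histone genes had a median of -0.90 over 31 genes, with 23 called lower and 0 higher (0 at an unadjusted p under 0.05 by edgeR's quasi-likelihood test). Small nucleolar RNAs had a median of -0.34 over 62 genes, with 22 called lower and 2 higher. The medians were -1.33 for the 2 mitochondrial rRNAs and -1.60 for 2 small nuclear RNAs. For the RNAs of RNase P and RNase MRP the median was -3.08, and -1.96 without WT C. Of these 2 RNAs 1 was called lower, and that of RNase MRP was not called. Telomerase RNA stood at -0.88 and was not called, with -1.35 without R783H C and -0.47 without R783H B. Mitochondrial mRNAs had a median of 0.53 over 13 genes, 7 higher and 3 lower, and long non-coding RNAs 0.29 over 444 genes. Cytosolic ribosomal protein genes had a median of 0.15 over 84 genes, 40 higher and 10 lower, and 0.09 without R783H B. The length and GC offset moved the ribosomal protein median to 0.24 and telomerase RNA to -0.46. With it the long non-coding median was 0.17 over 105 genes and the small nucleolar median -0.10 over 5 genes. Both of these classes lost most of their genes for lack of length and GC values, so the effect of the offset was not separated from that loss. None of these class medians changed sign under RLE, upper-quartile or library-size scaling. Identifiers without a symbol took 1.72% to 1.98% of the counts of a WT library and 0.965% to 0.986% of an R783H library. The highest of them, 100861531, chosen after its values were seen, took 1.14% ± 0.117 of the counts in WT and 0.340% ± 0.0124 in R783H (SD, n = 3).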

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

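Libraries thinned to equal depth, the length and GC offset, and the fit without that offset on the genes with length and GC values were chosen after the data had been seen, and the other alternatives were planned. The numbers of genes higher, lower and changed at least 2-fold stayed within 1.5 times 4761, 4391 and 1289 under every alternative run. Called genes numbered 9136 with RLE factors, 9144 with upper-quartile factors, 9276 with library size alone, 9124 with limma-voom, 8341 with DESeq2, 8807 at equal depth, 9380 of 20190 without a filter and 8713 of 13069 with at least 10 counts in every library. Of the 9152 called genes, 8277 were also called by DESeq2 and 9079 by limma-voom. None of the genes shared with these settings had the opposite direction. The share of called genes that were higher was 52.0%, against 61.2% with library size alone, 49.5% with DESeq2 and 45.4% with the length and GC offset.

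Leaving out each library in turn gave 4161 to 4969 genes higher, 3906 to 4913 lower and 1239 to 1438 changed at least 2-fold. In total 8161 genes were called without WT B and 9882 without R783H B, the library furthest from its group. With 2 libraries in a group, fewer calls follow from the smaller number of libraries, and the cause of the rise without R783H B was not tested.

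The length and GC offset called 8981 genes, against 8660 without it on the same 13067 genes. It kept 7690 of the 9152 called genes, 47 of them in the opposite direction. It turned Trim71 from 0.03 to -0.27, with an adjusted p of 0.00139 by edgeR's quasi-likelihood test, and Ago2 from 0.37 to -0.0518. Both transcripts are long, at 9332 and 13800 nt, and the offset lowers long transcripts by construction. It also turned the neural median from 0.08 to -0.04 and the pluripotency median from 0.01 to -0.03. The imprinted median was -0.19 over 26 genes with the offset, against 0.18 over 28 genes without it. The Trim71 log2 fold change ran from -0.0219 to 0.13 when each library was left out, so its sign is not fixed by these 6 libraries.

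Kdm1a kept its direction in all 17 alternatives. It lost its call with library size alone (-0.0883, adjusted p 0.0979 by edgeR's quasi-likelihood test), because that scaling moved the median of all genes up by 0.08. When each library was left out it stayed between -0.21 and -0.14.

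The number of lists that passed was the least stable result. Of 12 lists, 1 passed with camera at the preset correlation, 9 with fry, 0 with an estimated correlation and 0 with the length and GC offset. Fry tests a list without the other genes as background, and the cause of its larger number was not tested. With the offset the mesoderm median was -1.07, with an adjusted p of 0.0626 by limma's camera, and 1 list had an unadjusted p under 0.05. Over the 12 alternatives its adjusted p ran from 6.62e-04 to 0.577 with limma's tests. It passed in all 6 fits that left out a library.

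Of the chromosome shifts, the largest ran from 0.0680 to 0.0958 when each library was left out. It was 0.0746 with RLE factors and 0.0680 with genes of at least 100 counts on average.

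The replicate letters did not pair the libraries. Deviations from the group mean correlated across genes at -0.07 for A, 0.00682 for B and 0.0851 for C. With the letter as a block, 4839 genes were higher, 4421 lower and 1300 changed at least 2-fold, and 1 list passed, again the mesoderm genes.

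Of the other named genes, 27 comparisons with an alternative lost the call, 1 reversed (Ago2) and 874 kept both direction and call. The lost calls were in Dppa3, Neurod1, Hoxa5, Pramel6, Ddx3y and Uty. Among single lists 8 gained and 2 lost their call and 134 did not change. The depth of these libraries limits what can be said of genes under about 20 counts per library, among them Neurod1, Usp9y, Tal1 and Hoxa5.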

Other observations

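The tests of independent noise between libraries, of whole-chromosome gains, of ribosomal protein genes, of carry-over of RNA without a poly(A) tail, of S phase as the whole cause, of Wnt targets, of the neighbours of Meg3 and of imprint drift were chosen only after the result was seen. Genes named here beyond those in the results were also chosen after their values were seen.

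Most tested genes differed between R783H and WT, although Trim71 mRNA was not called. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave 9152 called genes, and the other 9 gave 0, with 37 to 564 genes at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. With 10 splits the share cannot go below 0.1, and each of the other splits holds the group difference within its groups, so the splits decide nothing. Independent noise between libraries is argued against by the 68.1% of genes whose groups did not overlap, where chance gives 10%, and by the 0 calls in data simulated with no gene changed. Unequal depth argued little, since thinning every library to the smallest total left 8807 called genes. A trend with length and GC content is not the whole cause, since the offset that removes it left 8981 called genes against 8660 on the same genes. Gains or losses of whole autosomes or of the X chromosome in most cells are argued against by their largest shift of 0.0747. A gained autosome copy would give 0.58. Chromosome Y was not among these shifts. Its 6 genes had a median of 0.41, with 5 called higher and 1 lower, and 0.20 with the length and GC offset. A difference in Y content was not tested. What stays open, untested, is the genotype itself and any other difference between the R783H and WT cell lines, because each genotype is tied to its own cells.

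Longer transcripts were higher in R783H. The offset removes this trend by construction, so the small medians after it say nothing about the nature of the trend. The cytosolic ribosomal protein genes departed from the trend with length. Their median length is 1076.5 nt, and their median fold change was 0.15 where the shortest 10% of genes had -0.17. Without R783H B their median was 0.09. A shared change of this gene family on top of the trend would give this too. A single trend over short polyadenylated mRNAs is therefore not excluded. RNA integrity and library size selection were not analysed here and stay open as technical sources, and a biological difference between the cell lines stays open as untested.

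RNA classes that mostly lack a poly(A) tail were lower in R783H. All 6 of the 6 classes examined had negative medians, from -0.34 for small nucleolar RNAs to -3.08 for the RNAs of RNase P and RNase MRP. The median of -3.08 rests on 2 RNAs, of which 1 was called. Another of the 6 classes was telomerase RNA alone, which was not called. A candidate explanation is that less of such RNA was carried through the poly(A) selection in the R783H libraries. The classes were grouped from these same values, so their shared sign is no test of carry-over, which stays open. These falls were unequal, so a single dilution factor would not describe them all. Among single genes, mt-Rnr1 changed by -1.47, mt-Rnr2 by -1.19 and Rn7sk by -2.03. Short length is argued against for the histone genes, whose median of -0.90 fell at percentile 0 of 10000 length-matched lists of protein-coding genes, which centred on -0.12. Fewer cells in S phase cannot be the whole cause, since the mitochondrial rRNAs, which have no link to S phase, had a median of -1.33.

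For the histone genes alone, fewer cells in S phase remains a possible explanation beside carry-over. A list of 41 polyadenylated S-phase genes, none of them in another list and all 41 expressed here, had a median of -0.32, with 32 called lower and 1 higher. That median lay at percentile 0.23 of lists matched on length and expression, whose central 95% ran from -0.28 to -0.03. It was -0.36 with the length and GC offset and between -0.36 and -0.30 with each library left out. Ccne1, a cyclin of S-phase entry, changed by -1.63, while Cdkn1a, Rbl1 and Rbl2, which restrain that step and are among the listed Trim71 targets, rose by 0.50, 0.57 and 0.76. These 3 mRNAs were picked from the 10 listed targets, of which 7 were called higher and 3 lower, E2f7 (-0.41) among the latter. A hypothesis is that weaker repression of Cdkn1a, Rbl1 and Rbl2 slows entry into S phase. The cell cycle was not measured in the data analysed here, and a slower-growing cell line would look the same.

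The listed Trim71 targets were higher in R783H although the set did not pass camera. Transcript length and expression level argue poorly as the cause, since the median of 0.49 lay at percentile 98.9 of lists matched on both, whose central 95% reached up to 0.43. With the length and GC offset the median was 0.33. Cdkn1a is also in the p53 list, whose members went both ways, so a contribution of p53 to its rise stays open. Egr1 is also in the ERK list, with 5 members called higher and 11 lower, so a contribution of ERK to its fall stays open. A loss of repression by R783H Trim71 is a hypothesis that may explain increases in this list, and it leaves the decreases of Kdm1a, E2f7 and Egr1 unexplained. Of the 7 increases, that of Ago2 was absent with the offset (-0.05, not called), and Hoxa5 lost its call without R783H A (0.85), without WT B (0.86) and with DESeq2. Other differences between the cell lines stay open.

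Mesoderm genes were lower in R783H. A trend with length and GC content is argued against as the cause of the low median, which was -1.07 after the offset against -1.13 before, although the set no longer passed with the offset. Weaker Wnt signalling is suggested by T and Cdx2, which are in both lists, but the 11 Wnt targets in no other list had a median of -0.0849, with 3 higher and 4 lower. Among them Axin2 rose by 0.36, while Sp5 changed by -0.12, was not called and stood at 0.07 with the length and GC offset. Rnf43, also a listed Wnt target, rose by 1.73. Of all 16 tested Wnt targets 4 were called higher and 8 lower. Wnt signalling and other causes cannot be told apart for the mesoderm genes, because the remaining Wnt targets moved both ways. The GSK3 inhibitor in the medium was the same for both groups, per the labels.

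Meg3, Rian and Mirg, non-coding RNAs expressed from the maternal copy of an imprinted region of chromosome 12, rose by 2.07, 1.63 and 1.47, while the paternally expressed Dlk1 of the same region changed by -1.49. A gain of the surrounding segment large enough to give the whole rise is argued against by its 20 neighbours. Of these, 3 rose by at least 50% of the median log2 change of these RNAs. A gained copy would give 0.58, which that bar would miss. The median of the 20 neighbours was 0.07, with 6 called higher and 5 lower, which argues against such a gain over all of them. Those neighbours ranged from -1.04 to 1.80. A change confined to the region itself stays open. A trend with length and GC content is argued against, since Meg3 still rose by 1.63 with the offset. Drift of the imprint in culture could give opposite changes of maternal and paternal genes, a pattern known from embryonic stem cell lines. With a median rise of 1.63 for the 3 RNAs, drift in culture and an effect of R783H cannot be told apart, because each genotype is tied to its own cells. The labels do not say whether the replicate letters stand for separate clones. A comparison of several clones of each genotype, known to be separate, would help to tell them apart.

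Values that belong to no comparison include other long nuclear RNAs. Neat1 was 2.11 higher on the log2 scale, Xist 1.20 and Malat1 0.44. With the length and GC offset these were 1.60, 0.71 and 0.17, so part of each change was removed with the trends in length and GC content, which were not separated. Fn1 had the smallest adjusted p, 2.53e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a log2 fold change of 1.63 (SE 0.04).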
